A study of Mus musculus with 6 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

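H3ac CUT&RUN libraries were analysed from 6 cultures of mouse bone MSCs, 2 each of the groups Young, Old and OldAcetate, named by group and replicate as the labels give them. The cells were grown at 2% oxygen with 10% FBS and 1% antibiotic. Yeast DNA was added when the nuclease reaction was stopped, and whether the authors used it to scale the values is not stated.

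The deposited table gives RPM, 1 column per library, for regions called jointly by the authors. It is named as RPKM, but the values were not divided by region length. In each column 100% of the values were whole multiples of one step (tolerance 0.01), whatever the region length. Each value was therefore converted back to whole reads. The library total was taken from the step, the RPM value of 1 read. The design fixed before the data were examined had assumed RPKM. The tests were kept and applied to RPM, and reads in regions were summed directly. The totals are those the authors divided by, and what reads they include is not stated. The study's text describes work on oxygen levels, and its methods for related chromatin data (alignment to mm10, duplicate removal, regions in bins with steps of 500 bp) are not stated to apply to this table. Region bounds here were multiples of 500 bp, and the share of regions within 1 kb of a start site fell from 44.3% to 13.8% and 13.1% when coordinates were shifted by 100 kb in either direction. Coordinates are those of the table, read as GRCm38/mm10. Each region name holds a code of Y, O and AC, read here as Young, Old and OldAcetate, which the labels do not define.

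Regions were annotated with GENCODE release M21, by distance to the nearest start site of a protein-coding gene, and repeat content was the percent of soft-masked bases. Differences between groups in single regions were tested with limma 3.58.1 in R 4.3.3, on log2(RPM + 0.5) after subtracting from each library the median deviation from the region means. All 6 libraries entered a single fit of group means, with eBayes using trend and robust. Fold changes are on the log2(value + pseudocount) scale, which understates changes of low regions. The Benjamini-Hochberg threshold was 0.05. Scaling of this kind removes a shift shared by all regions, so the level over all regions was compared without scaling, with exact two-sided permutation tests over libraries. Lists of 25 osteogenic and 22 adipogenic genes were tested with camera (preset correlation 0.01) and fry.

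The rule for named regions was fixed before the data were examined. Per comparison, it takes called regions with non-overlapping groups and at least the median level, up to 3 rises and 3 falls, or the 2 lowest p where none is called, and adds 6 genes named by the study. Of the regions this rule takes, 1 is not reported here. Any other region is named as chosen after its values were seen.

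The alternatives were pseudocounts of 0.1 and 1, no scaling, quantile normalization, removal of the lowest 25% of regions and a threshold of 0.01. Others were the replicate number as a block, only the compared libraries, and eBayes without trend and robust. Other distances to start sites (5 and 50 kb) and leaving out libraries were also used. For the level over all regions, they included autosomal regions only and the mean over regions. Tests with edgeR 4.0.16 on the recovered reads, library omission for the gene lists, the named regions, the library similarity and the share in regions, the gene list tests of OldAcetate vs Young, adjusted fry values without scaling and the simulated counts at an unadjusted p under 0.05 were added after seeing the data.

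The region tests were tested on simulated data with 200 of 24431 regions changed. limma recovered 63.5% at a 2-fold change with 5 false calls and 93.0% at a 3-fold change with 11 false calls, and called 0 regions in the unchanged comparison. Unchanged groups were simulated 50 times from the mean of each region, the library totals and scaling factors, and the edgeR common dispersion of 0.00206. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.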

Results

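Acetylated histone H3 (H3ac) was profiled by CUT&RUN in mesenchymal stem cells (MSCs), the multipotent stromal cells of bone, from young and old mice. In CUT&RUN, an antibody directs a nuclease to the marked chromatin of permeabilised cells and the released DNA fragments are sequenced. The 6 libraries formed 3 groups of 2. Young MSCs came from mice of 3 to 5 months and Old MSCs from mice of 18 to 22 months, and both were untreated. OldAcetate MSCs came from mice of 18 to 22 months and received 5 mM sodium acetate for 3 days. All cells were kept at 2% oxygen. Acetate can be converted to acetyl-CoA, the acetyl donor for histones, so the design asks whether H3ac differs with age and whether acetate changes it in old cells.

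The deposited table listed 24431 regions covering 201 Mb, with a median length of 5500 bp and a range from 500 to 162500 bp. Of these regions, 10830 lay within 1 kb of the start site of a protein-coding gene and 13601 lay farther away. Library totals recovered from the values were 3039481 and 2448204 reads in Young replicates 1 and 2, 2163351 and 2514391 reads in Old replicates 1 and 2, and 2975948 and 2397539 reads in OldAcetate replicates 1 and 2. The median region held between 31 reads in Old replicate 1 and 56 reads in Young replicate 1. At 40 reads, the median over all libraries and regions, counting error alone was 15.8% of the value.

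The share of each library that fell in the regions was compared first. It was 61.3% ± 4.98 (SD, n = 2) in Young, 47.9% ± 2.82 (SD, n = 2) in Old and 56.8% ± 0.710 (SD, n = 2) in OldAcetate. The individual values were 64.8% and 57.8% in Young, 49.9% and 45.9% in Old, and 57.3% and 56.3% in OldAcetate. The 95% Wilson interval of Young replicate 1 ran from 64.79% to 64.89%, and intervals of this kind cover counting error only. Old was lower than Young by a difference of -13.4 percentage points, and OldAcetate was higher than Old by 8.88 points. Both differences exceeded the pooled replicate SD of 3.33 points. The difference of -4.53 points between OldAcetate and Young also exceeded it, but became -1.004 points without Young replicate 1. With 2 libraries against 2, the exact two-sided permutation test cannot give a p below 0.333, and each of the 3 comparisons gave this value.

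**Figure D1:**
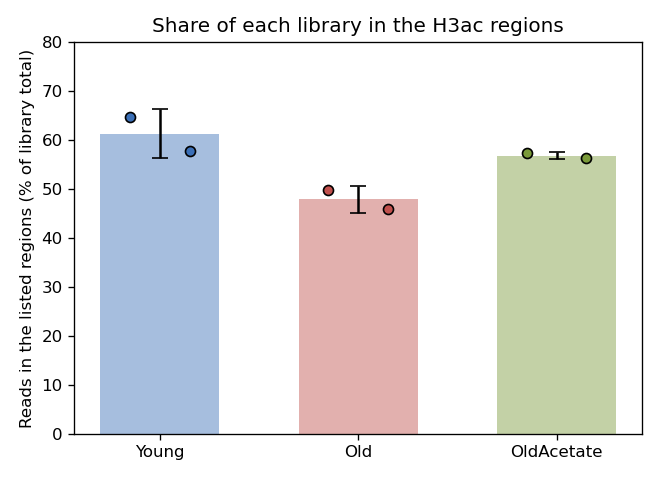
Share of each library's reads in the listed H3ac regions, in percent of the library total, for the 3 groups. Bars are group means, error bars are the SD (n = 2) and points are libraries, and both Old libraries (49.9% and 45.9%) lie below the other libraries.

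The level over all regions was measured as the median of log2(RPM + 0.5) in each library, in RPM (reads scaled to the library total) with no further scaling. The group means were 4.16 ± 0.12 in Young, 3.83 ± 0.09 in Old and 4.04 ± 0.02 in OldAcetate (SD, n = 2 each). The Old vs Young difference was -0.33 on the log2 scale, which placed Old at 79.6% of Young. OldAcetate vs Old differed by 0.21, or 116% of Old, and OldAcetate vs Young by -0.11, or 92.4% of Young. The pooled replicate SD was 0.09. Each exact two-sided permutation p was 0.333, the smallest the design allows, so none of these differences could reach 0.05. With autosomal regions only, OldAcetate vs Young was -0.08 and its exact permutation p was 0.667, while Old vs Young stayed at -0.33. The values are whole reads, so each median moves in steps of 1 read. A change this small therefore cannot be assigned to the X chromosome. Leaving out one library at a time kept the sign of all 3 differences, but OldAcetate vs Young was -0.03 without Young replicate 1 and -0.20 without Young replicate 2.

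Changes in single regions were then tested relative to this shift, after scaling that set the median change between libraries to about 0. In Old vs Young, limma found 2 regions with a Benjamini-Hochberg adjusted p under 0.05, both higher in Old, and 1354 regions with an unadjusted p under 0.05. In OldAcetate vs Old it found 0 regions at the adjusted threshold and 1524 at the unadjusted one. In OldAcetate vs Young these counts were 0 and 1242. At a nominal 5%, about 1222 regions would have an unadjusted p under 0.05 by chance. In 50 simulations of unchanged groups, from 1268 to 1381 did in Old vs Young, a range that holds the observed count, from 1327 to 1511 in OldAcetate vs Old and from 845 to 995 in OldAcetate vs Young, where the observed counts were higher. In simulated data of the same depth, limma recovered 63.5% of 200 regions changed 2-fold but 9.0% of those changed 1.5-fold, so smaller changes were mostly not detectable at this depth.

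The scaling moved this result most. With the values as given, limma called 2327 regions in Old vs Young, of which 2320 were lower in Old and 7 higher, and the median change of all regions was -0.35. The same setting gave 76 regions in OldAcetate vs Old, all higher with acetate, around a median of 0.24, and 0 regions in OldAcetate vs Young, around a median of -0.11, with 1490 at an unadjusted p under 0.05. A count test with edgeR on the recovered reads called 5 regions in Old vs Young after scaling, all higher in Old and including the 2 from limma.

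**Figure D2:**
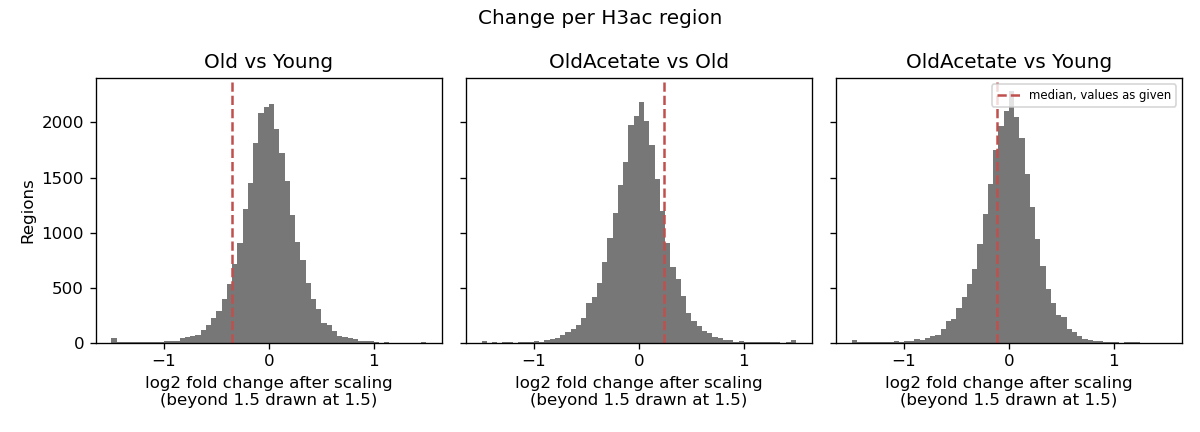
Number of regions by log2 fold change after scaling, for the 3 comparisons. The dashed lines mark the median change with the values as given, at -0.35 for Old vs Young, 0.24 for OldAcetate vs Old and -0.11 for OldAcetate vs Young.

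The 2 regions called in Old vs Young overlapped no annotated gene (GRCm38/mm10). The first, on chromosome 15 from 75084501 to 75088000, lay 23697 bp from the nearest protein-coding start site, that of Ly6c2. Its values were 50.6 ± 11.6 RPM in Young, 71.0 ± 3.04 RPM in Old and 69.1 ± 12.6 RPM in OldAcetate (SD, n = 2 each), with a log2 fold change of 0.85 (SE 0.14) and a limma adjusted p of 0.00360. The second, on chromosome 7 from 106235001 to 106245500, lay 19675 bp from the start site of Gvin1. Its values were 26.6 ± 5.09 RPM in Young, 39.7 ± 6.63 RPM in Old and 39.1 ± 2.53 RPM in OldAcetate (SD, n = 2 each), with a log2 fold change of 0.92 (SE 0.17) and a limma adjusted p of 0.0157. Soft-masked repeat sequence made up 59.4% of the first region and 46.3% of the second, against a median of 18.9% over all regions. Without either OldAcetate library, or in a fit of the 4 Young and Old libraries alone, only the first region was called. Leaving out a compared library gave log2 fold changes from 0.54 (without Young replicate 1) to 1.17 (without Young replicate 2) for the first region and from 0.65 to 1.19, without the same libraries, for the second.

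No region passed the threshold in the other 2 comparisons, and regions with the lowest p are given as not past it. In OldAcetate vs Old, a region in an intron of Xylt1 (chromosome 7, 117434501 to 117435500) held 0 reads in both Old libraries and 7 and 12 reads in the OldAcetate libraries, with a limma adjusted p of 0.307. In OldAcetate vs Young, an intergenic region on chromosome 7 from 78937501 to 78939500 had a log2 fold change of -1.95 (SE 0.44), and a region in an intron of Chst11 (chromosome 10, 83021001 to 83025000) had a log2 fold change of 1.24 (SE 0.31). The limma adjusted p of both was 0.790.

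A further set of 6 genes was chosen because the study names them. Of these, 5 had a region over their start site, and the nearest region to the start site of Bglap was 22068 bp away, beyond the 10 kb limit. Slc25a1, which encodes the mitochondrial citrate carrier, was covered by a region on chromosome 16 from 17920501 to 17929500. It held 36.2 ± 6.09 RPM in Young, 25.1 ± 2.78 RPM in Old and 31.8 ± 0.158 RPM in OldAcetate (SD, n = 2 each). Relative to the shift of all regions, its log2 fold change was -0.16 (SE 0.17) in Old vs Young and 0.10 (SE 0.17) in OldAcetate vs Old. The region over Sp7 (chromosome 15, 102348501 to 102382000) held 98.0 ± 9.80 RPM in Young, 69.8 ± 1.36 RPM in Old and 91.9 ± 2.59 RPM in OldAcetate (SD, n = 2 each), with scaled log2 fold changes of -0.13 (SE 0.11) and 0.16 (SE 0.11) in the same comparisons. Without Old replicate 1 these became -0.05 and 0.08, and without Old replicate 2 they became -0.21 and 0.23. The regions over Bmp2 (chromosome 2, 133550001 to 133555500), Dlx3 (chromosome 11, 95119501 to 95127500) and Wnt1 (chromosome 15, 98788501 to 98793000) had scaled log2 fold changes of -0.06, -0.17 and 0.15 in Old vs Young. The values for OldAcetate vs Old were 0.17, 0.19 and -0.11. When one library was left out, they ranged from 0.04 to 0.31, from 0.10 to 0.28 and from -0.32 to 0.09. All 5 regions had a limma adjusted p above 0.05 in the 3 comparisons after scaling. With the values as given, the Sp7 region passed the threshold in Old vs Young. That region also overlaps Aaas and the non-coding genes Gm36246 and Gm23590, so its values are not those of Sp7 alone. Single libraries decided the sign of other changes in Old vs Young, which became 0.01 for Slc25a1 and 0.08 for Bmp2 without Old replicate 1, 0.14 for Dlx3 without Young replicate 2 and -0.05 for Wnt1 without Old replicate 2. The Old vs Young change for Wnt1 was also negative, at -0.20, with the values as given.

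Whether acetate moved regions against the age difference was examined over the 500 regions with the lowest p in Old vs Young, since fewer than 100 were called. In 95.2% of them the OldAcetate vs Old change had the opposite sign. Both comparisons use the same Old libraries, and 50 simulations with unchanged groups gave 96.5% on average, ranging from 94.6% to 98.0%. With Old replicate 1 in the age comparison and Old replicate 2 in the acetate comparison the share was 50.4%, and in the reverse arrangement it was 45.6%. Simulated unchanged groups gave 44.4% to 53.8% for the first arrangement and 45.4% to 53.4% for the second. Across all regions, which are not independent replicates, the changes in the 2 comparisons had a Pearson r of -0.54 and a Spearman rho of -0.50, against simulated means of -0.58 and -0.55, and the observed r was less negative than in each of the 50 simulations. With separate Old libraries r was -0.04 in one arrangement and 0.03 in the other, and rho was -0.01 and 0.06. Simulated r for the first arrangement ran from -0.013 to 0.015, so the small observed r of that arrangement lay below it. Simulated rho for the same arrangement ran from -0.015 to 0.014, and the observed rho lay within it. In the reverse arrangement the observed r and rho were both positive. The observed share therefore did not exceed what the shared libraries give.

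**Figure D3:**
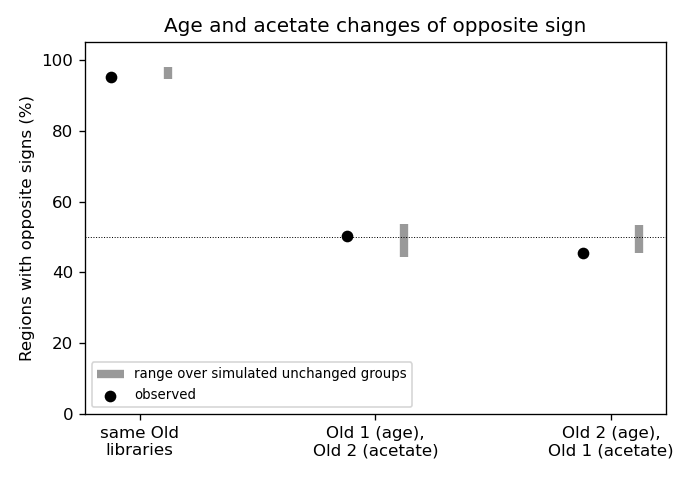
Percent of the 500 regions with the lowest p in Old vs Young whose acetate change had the opposite sign, with the same Old libraries in both comparisons or separate ones. Points are observed values (95.2%, 50.4% and 45.6%) and grey bars are ranges over 50 simulations of unchanged groups, and each point lies within its simulated range.

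Promoter and distal regions were compared through their median scaled changes. The promoter minus distal difference was -0.00 in Old vs Young, 0.09 in OldAcetate vs Old and 0.09 in OldAcetate vs Young on the log2 scale. The pooled replicate SD of this difference was 0.06, and the exact two-sided permutation p was 1 for the first and 0.333, the smallest possible, for the others. The sign in Old vs Young changed when single libraries were left out, reaching 0.05 without Old replicate 1. In OldAcetate vs Old the difference was 0.04 without Old replicate 1 and 0.15 without Old replicate 2, and in OldAcetate vs Young it was 0.06 without OldAcetate replicate 1.

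Of the 25 genes of a list of osteogenic markers, 21 had a region within 10 kb, and of the 22 genes of an adipogenic list, 17 did. The 23 osteogenic regions had a median scaled log2 fold change of 0.00 in Old vs Young (limma camera adjusted p = 0.658, fry adjusted p = 0.576) and 0.05 in OldAcetate vs Old (camera adjusted p = 0.381, fry adjusted p = 0.495). The 24 adipogenic regions had medians of -0.02 (limma camera adjusted p = 0.741, fry adjusted p = 0.576) and -0.02 (camera adjusted p = 0.658, fry adjusted p = 0.495). Values were adjusted by Benjamini-Hochberg over these 4 tests, and camera with an estimated correlation gave no call either. No list region was called in limma, adjusted over all regions or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 and 1 osteogenic and 0 and 2 adipogenic regions. With the values as given, the osteogenic list had a limma camera adjusted p of 0.0352 in OldAcetate vs Old, with a median of 0.29 against 0.24 for all regions. fry, which tests a list by itself and so includes the shift of all regions, then gave the osteogenic list an adjusted p of 0.0382 in Old vs Young and in OldAcetate vs Old, and the adipogenic list 0.0553 and 0.187. Without Old replicate 1 the scaled osteogenic median in OldAcetate vs Old was -0.02. Because camera sets a list against all other regions, and 13601 of the 24431 regions were distal, promoters in general matter here. Promoter regions as a whole had a median scaled change of 0.05 in OldAcetate vs Old, as the osteogenic list did. The camera value without scaling therefore cannot separate this list from promoter regions in general.

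Similarity within groups differed between the groups. Across regions, the Pearson correlation of log2 values was 0.946 for the Young pair and 0.946 for the OldAcetate pair, above all 12 pairs of libraries from different groups (0.927 to 0.943), and 0.926 for the Old pair, below all of them. The mean was 0.939 for the 3 pairs within groups and 0.936 for the 12 pairs between groups, so the closeness of these means rests on the Old pair. The difference of these means was 0.00358, and it ranged from 0.000269 without OldAcetate replicate 2 to 0.0106 without Old replicate 2. The first principal component of the scaled values held 25.3% of the variance and set Old replicate 1 apart from the other 5 libraries. The remaining components held from 15.7% to 22.3%. A median region held 31 reads in Old replicate 1 and 33 in Old replicate 2, against 38 to 56 in the other libraries. Counting error therefore weighs most on the Old pair. Depth was not equalised for these values, so they cannot show that the Old libraries differ beyond counting error.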

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

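Alternatives with edgeR, and library omission for the share in regions, the gene lists, the named regions and the library similarity, and adjusted fry values without scaling, were chosen after seeing the data. The cause was not tested except where stated.

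The number of regions called in Old vs Young was 2. It was 2 as well with pseudocounts of 0.1 and 1 and without the lowest 25% of regions. It was 2327 with the values as given, 5 with quantile normalization (3 higher and 2 lower in Old), 1 at the threshold of 0.01, 1 with only the 4 libraries of the compared groups, and 0 with eBayes without trend and robust, where 1433 regions had an unadjusted p under 0.05. edgeR called 5 regions with RLE factors and 2524 without factors, of which 7 were higher and 2517 lower in Old. Leaving out an OldAcetate library gave 1 region each time. By construction, the fits without scaling include the shift of all regions, of -0.35 in the limma fit. The edgeR calls with RLE factors outside the naming rule, chosen after their values were seen, were regions on chromosome 1 (88211001 to 88311000, over Hjurp and other genes), chromosome 3 (5859501 to 5861500) and chromosome 6 (103648501 to 103650000, in Chl1).

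In OldAcetate vs Old, 0 regions were called, against 76 with the values as given, 21 with edgeR without factors, 2 with quantile normalization, and 2 with only the 4 libraries of the compared groups. Leaving out a Young library gave from 2 to 3 regions, all lower with acetate. Chosen after their values were seen, these 3 lay on chromosome 2 (98661501 to 98668000), chromosome 11 (3183501 to 3205000) and chromosome 17 (39842001 to 39849500), and the first 2 were also the ones called with the 4 libraries. The 2 from quantile normalization lay on chromosome 3 (27551001 to 27713500) and chromosome 4 (155108501 to 155225000). OldAcetate vs Young gave 0 regions in each alternative, with 924 to 1944 regions at an unadjusted p under 0.05.

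Across regions, the replicate numbers gave no sign of pairing between the groups. Differences between replicates 1 and 2 correlated across regions at r = 0.01 between Young and Old, -0.03 between Young and OldAcetate and -0.04 between Old and OldAcetate. Counting error lowers such correlations, and they leave out a shift shared by all regions. Both the share in regions and the median level were higher in replicate 1 than in replicate 2 in each group. Pairing therefore stays open. With replicate number as a block, limma called 2, 0 and 0 regions in the 3 comparisons, with 1265, 1436 and 1153 at an unadjusted p under 0.05, and the block changed no gene list call.

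The level over all regions kept its direction in every alternative tried, from -0.41 to -0.24 in Old vs Young, from 0.15 to 0.28 in OldAcetate vs Old and from -0.20 to -0.03 in OldAcetate vs Young. The share in regions differed by -16.9 to -9.88 points in Old vs Young and by -8.05 to -1.004 points in OldAcetate vs Young across the fits that each left out one library.

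The share of opposite age and acetate changes was 99.4% with the values as given, where the shift enters both comparisons and the share is over the 2327 called regions in place of 500. Over 500 regions it was 50.4% with Old replicate 1 in the age comparison and Old replicate 2 in the other, and 45.6% in reverse. It ranged from 88.8% to 99.8% when one library was left out. The correlation was -0.59 with a pseudocount of 0.1, -0.53 with a pseudocount of 1, -0.039 and 0.030 with separate Old libraries, and from -0.72 to -0.45 when one library was left out.

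The promoter minus distal difference ranged from -0.062 to 0.055 in Old vs Young and from 0.039 to 0.155 in OldAcetate vs Old when one library was left out. With the values as given, the gene list medians took the sign of the shift: -0.35 for the osteogenic list in Old vs Young, 0.29 in OldAcetate vs Old (limma camera adjusted p = 0.0352) and -0.036 in OldAcetate vs Young, and 0.22 for the adipogenic list in OldAcetate vs Old. fry, adjusted over the 4 tests, passed 0.05 for the osteogenic list in Old vs Young and in OldAcetate vs Old (0.0382 each) only without scaling, where the shift of all regions enters it. Leaving out one library gave osteogenic medians from -0.041 to 0.10 in Old vs Young and from -0.019 to 0.11 in OldAcetate vs Old, and adipogenic medians from -0.095 to 0.024 in OldAcetate vs Old.

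Without scaling, Wnt1 changed by -0.20 (edgeR -0.21) in Old vs Young, 0.12 (edgeR 0.12) in OldAcetate vs Old and -0.071 (edgeR -0.093) in OldAcetate vs Young. In OldAcetate vs Young, Dlx3 changed by -0.089 (edgeR -0.087), Sp7 by -0.089 (edgeR -0.096) and Bmp2, in edgeR, by -0.00047. When one library was left out, the scaled changes in Old vs Young ranged from -0.33 to 0.0074 for Slc25a1, from -0.054 to 0.36 for Wnt1, from -0.19 to 0.075 for Bmp2, from -0.47 to 0.14 for Dlx3 and from -0.21 to -0.053 for Sp7. In OldAcetate vs Old they ranged from -0.068 to 0.27 for Slc25a1, from -0.32 to 0.094 for Wnt1 and from 0.076 to 0.23 for Sp7. The ranges in that comparison were from 0.044 to 0.31 for Bmp2 and from 0.096 to 0.28 for Dlx3. In OldAcetate vs Young they ranged from -0.15 to 0.029 for Slc25a1, from -0.058 to 0.14 for Wnt1 and from -0.28 to 0.33 for Dlx3. Over all named regions and alternatives, a call was lost 6 times and gained 12 times, with the direction kept.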

Other observations

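The tests of thinning, of shared Old libraries and of GC content for the promoter difference were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

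The lower level in Old was shared by nearly all kinds of region. In the 19702 regions whose code names all 3 groups the Old vs Young difference was -0.32, which argues against regions called mainly in Young as its source. After thinning every library to the smallest total it was -0.33, which argues against an effect of depth on low values, although thinning cannot show whether depth affected which regions were called. Over 4 bins of GC content the difference smallest in size was -0.30, and over 4 bins of region length it was -0.33, each beyond the replicate SD of its bin. A difference in enrichment stays open: Young replicates 1 and 2 differed by 0.17 in the same measure and Old replicates 1 and 2 by 0.12, so a shift of this form also arose within groups. Lower acetylation across old chromatin and poorer enrichment of the Old libraries cannot be told apart with these values, since both raise the share of reads outside the regions. The yeast DNA added to each reaction may separate them and was not used here. Age itself stays open as a biological explanation.

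After scaling, the spread of changes was from 1.07 to 1.11 times that of simulated unchanged groups. These hold counting error and the common dispersion of these libraries. The SD of the log2 fold change over regions was 0.27 in Old vs Young, 0.28 in OldAcetate vs Old and 0.26 in OldAcetate vs Young, against 0.26, 0.26 and 0.24 in 50 simulations of unchanged groups. With the values as given and the 4 Young and Old libraries alone, 649 regions were called, and both other splits of these libraries into pairs gave 0, with 70 and 245 regions at an unadjusted p under 0.05. With 3 splits in all, this comparison cannot give a share under 0.05.

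The 2 regions higher in Old than in Young went against the shift even without scaling, by 0.57 for the region near Gvin1 and 0.50 for the region near Ly6c2. A candidate explanation is repeated sequence that collects reads in proportion to the share outside the regions, whose Old to Young ratio was 0.43 on the log2 scale. The test used 6 regions with over 10 RPM per kb, a limit set after seeing the data that the region near Ly6c2 passes (18.2 RPM per kb) and the region near Gvin1 does not (3.35 RPM per kb), so it bears only on the first. The 6 include the regions on chromosomes 2, 11 and 17 that some alternatives called lower with acetate, and the edgeR call in Chl1. One of the 6 held 17.6% soft-masked sequence, below the median of 18.9% over all regions. Soft masking was the only measure of repeats used, and the number of copies of each region was not measured. A low share therefore does not argue against repeated sequence. These 6 regions differed by 0.42 between Old and Young, but by 0.06 without Young replicate 1, where the ratio outside the regions was 0.30. Over the 6 libraries their mean level and the share outside the regions had a Pearson r of 0.76 (exact permutation p = 0.0931, adjusted 0.186) and a Spearman rho of 0.54 (exact permutation p = 0.297, adjusted 0.297), 2 relations being computed, and r was 0.76 without Old replicate 2 and Young replicate 1. Leaving out single libraries gave r from 0.40 without Young replicate 1 to 0.91 without Old replicate 2. The relation therefore depends on which of these libraries are included. This leaves the explanation undecided, and a change with age at these regions stays open.

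Regions coded for Young and not for Old numbered 4103, against 5 coded for Old and not for Young. Their median level differed by -0.54 between Old and Young with the values as given. Their median change in Old vs Young was -0.18 after scaling, against 0.02 after scaling in regions coded for all groups. A lower level over all regions may move weak regions below detection, and the codes came from the same libraries, which by itself selects regions low in Old. These explanations and a change with age cannot be told apart here.

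The opposite signs of age and acetate changes fell to 50.4% with separate Old libraries, so the shared libraries are a candidate source of the whole pattern. A reversal by acetate smaller than the counting error stays open.

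Promoter regions were higher than distal regions in both OldAcetate libraries, by 0.09 and 0.03 relative to the mean of all libraries, and Old replicate 2 also had 0.02. Within 4 bins of GC content the OldAcetate vs Old difference averaged 0.089, which argues against GC content as its cause. An effect of acetate stays open, and the permutation test could not reach 0.05.

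Gene list tests in OldAcetate vs Young were added after seeing the data. The osteogenic list had a median scaled change of 0.08, with 20 of 23 regions higher in OldAcetate and a camera p of 0.0129. Adjusted over the 6 list tests it was 0.0776, and fry gave 0.325, neither past 0.05. The distance to the start site changed the camera call: with regions within 50 kb the median was 0.09, with 35 of 41 regions higher, and the camera value adjusted over the 6 tests was 0.00653. At that distance fry adjusted to 0.120 and camera with an estimated correlation to 0.277, so only camera with the preset correlation passed 0.05. Promoter regions as a whole also had a positive median scaled change in OldAcetate vs Young, 0.048 against -0.045 in distal regions. Since camera sets the list against all other regions, it cannot separate the list from promoter regions in general. The adipogenic list had a median of -0.06 and a camera p of 0.290.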
